A study of Homo sapiens with 7 samples. Its data were reported in "Poly(A)-specific ribonuclease and Nocturnin in squamous cell lung cancer: prognostic value and impact on gene expression" (2015).

How the data were processed

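Gene expression was measured on single-colour Agilent SurePrint microarrays hybridised with total RNA of NCI-H520 cells, an established line from a human squamous cell carcinoma of the lung. Per the labels, cells received 6 µg of plasmid, puromycin at 6 µg/mL was added 12 h later and silencing lasted 72 h. There were 7 arrays, with 1 array per group: empty vector, non-target shRNA, and shRNAs against the deadenylases PARN, CNOT6, CNOT6L, CNOT7 and NOC (nocturnin, gene symbol NOCT). A deadenylase is an enzyme that shortens the poly(A) tail of mRNA. Groups were taken from the sample titles. Per the labels, the CNOT6L and NOC shRNAs have the same target accession, that of NOC, so the sequence behind the CNOT6L shRNA is uncertain. Untransfected cells were not analysed here.

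Per the file headers, the authors' scanner files came from Feature Extraction 10.7.3.1 and hold the intensity of 62976 spots per array, as a median signal, a local background and a processed signal. The deposited series table holds log2 values. Set against the scanner files, its columns were log2 processed signals shifted per array, with the median of the 7 arrays then subtracted per probe. Differences between arrays taken from that table and from the scanner files agreed within 0.02 log2, apart from 1 shift per array, for 97.9% to 99.1% of probes above background on all arrays. All arrays lay on 1 slide. The empty-vector, non-target, PARN shRNA and CNOT6 shRNA arrays were in slide row 1, and the CNOT6L, CNOT7 and NOC shRNA arrays in slide row 2. The NOC shRNA image was extracted on another day than the rest.

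The main values were log2 of the processed signal minus the 75th percentile of each array. Control spots and spots marked as outliers by the software were left out, and spots of 1 probe were averaged. This left 42405 gene probes, of which 34085 were printed on 1 spot, 7321 on 2 spots and 999 on 10 spots. A probe counted as above background on an array when at least 50% of its spots were marked well above background. The scanner files carry probe and accession names without gene symbols, so symbols came from a RefSeq gene table of assembly GRCh38.p14, used for names only. It named 24826 probes, covering 19062 symbols. The CNOT6 probe was named through the accession in the labels, with a missing leading zero restored.

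With 1 array per group there was no replicate check, and the number of arrays limits the precision. For a single shRNA, limma was run only as an alternative, with the controls as 1 arm of 2 arrays, 1 residual degree of freedom and the lone shRNA array assumed to vary like the controls. A probe was called higher or lower when it differed at least 2-fold, in the same direction, from the empty-vector array and from the non-target array. The brighter side had to be well above background. A dimmer side that was not was set to the higher of its own value and the lowest value among probes above background on that array, so that the change is a lower bound. The same rule was applied to every array against every pair of the other arrays, 105 combinations in all. Overlaps and correlations that share the control arrays were set beside 200 simulated sets of unchanged arrays, whose spread was that between the control arrays in 20 signal bins. For correlations the controls were simulated as well, whereas for overlaps the simulated arrays were centred on the mean of the measured controls. Overlaps were also set beside 1000 random draws matched on signal, which do not allow for the shared controls.

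The 5 shRNA arrays were compared with the 2 control arrays by limma 3.58.1 in R 4.3.3, using lmFit and eBayes with a trend, two-sided, at a Benjamini-Hochberg threshold of 0.05, over probes above background on at least 2 arrays. Its spread is that between different shRNAs and between different control plasmids. If nothing changed, about a 0.05 share of the tested probes would be expected at an unadjusted p under 0.05. Each limma count at that level given below is smaller than this share. For 6 gene lists, the median log2 change against the mean of both controls was placed among 10000 random lists of the same size matched on mean signal. The lists were circadian clock, cell junction and adhesion, muscle contraction, interferon response, other deadenylases and reported PARN substrates. Each listed gene was represented by its probe with the highest mean signal.

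Genes named in the text were fixed before the data were examined: the targeted genes, other deadenylases, genes singled out in the study and mRNAs its text links to PARN or CNOT6L. Further genes followed a rule of size. For PARN and NOC shRNA these were the 5 highest and 5 lowest, and for the other shRNAs the 2 highest and 2 lowest, by the smaller of the differences from the control arrays. They had to be called, above background on the 3 arrays compared and named in the gene table. The brightest such probe was used for each gene, and genes with a probe moving the opposite way were skipped. The probe for C4orf6 was not named by the gene table and is not used here.

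Alternatives chosen before the data were examined covered a 4-fold threshold, quantile normalization, no scaling, normexp background correction with an offset of 50, the series table, the filters on dim probes and outlier spots, either control alone, the mean of both controls, gene symbols in place of probes, slide row as a term, limma without the trend, and arrays left out in turn. The normexp correction was run on the median spot signal, in place of the mean signal named beforehand, because the scanner files used here carry the median. Further alternatives were chosen after seeing the data: the non-target array alone at 4-fold, and the other arrays of slide row 2 as the comparison. Each procedure was tested on simulated data with 38004 probes. With 200 probes shifted by 2.0 log2 and a noise SD of 0.25, the 2-fold rule recovered 199 with 15 false calls. At the same setting limma on 5 against 2 arrays recovered 200 with 2 false calls. The count of 15 holds for that noise only. Simulated unchanged arrays with the spread between the control arrays gave medians of 781 higher and 504.5 lower calls by the 2-fold rule. A simulated list of 30 genes raised by 0.5 reached percentile 100.0, against 52.4 for the same list unchanged. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.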

Results

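The data were 7 arrays of NCI-H520 cells, 2 from control transfections (empty vector and non-target shRNA) and 5 from cells given an shRNA against a deadenylase (PARN, CNOT6, CNOT6L, CNOT7 or NOC). Each group had 1 array, so no difference below has a replicate check. The share of the 42405 gene probes above background was 91.4% on the empty-vector array, 82.0% on the non-target array, 82.8% for PARN shRNA, 84.7% for CNOT6 shRNA, 87.9% for CNOT6L shRNA, 88.0% for CNOT7 shRNA and 87.8% for NOC shRNA. On all arrays 33742 probes were above background. The 75th percentile of signal ranged from 1366 on the CNOT6 shRNA array to 3986 on the CNOT7 shRNA array. Among probes printed on 2 spots, the median SD between spots ranged from 0.04 to 0.07 log2 over the 7 arrays, which is the printing error within an array.

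The targeted mRNA was examined first, to see how far each shRNA lowered it. Changes are given as log2 differences from the empty-vector array and then from the non-target array. PARN mRNA (probe A_32_P133244) changed by -1.22 and -1.03 upon PARN silencing, to 45.8% of the control mean. CNOT7 mRNA (A_23_P394166) changed by -0.84 and -0.93 upon CNOT7 silencing, to 54.2% of the control mean, and its other probe A_32_P141262 by -1.04 and -0.94. CNOT6L mRNA (A_33_P3249214) changed by -0.70 and -0.63 upon CNOT6L silencing, to 63.0% of the control mean, and its other probe A_33_P3277943 by -0.69 and -0.93. The labels give the CNOT6L shRNA the target accession of NOC, and NOCT mRNA changed by -0.35 and 0.07 on this array. CNOT6 mRNA (A_24_P940125) changed by -0.21 and -0.11 upon CNOT6 silencing, to 89.6% of the control mean, while the controls differed by 0.10. NOCT mRNA (A_23_P144337) changed by -0.64 and -0.22 upon NOC silencing, to 74.3% of the control mean, while the controls differed by 0.41. Each targeted mRNA had its lowest value of the 7 arrays on the array of its own shRNA at the main scaling. For NOCT, the CNOT7 shRNA array was nearly as low, at -0.56 and -0.15 against the controls, and the NOC shRNA array differed by -0.18 from the other arrays of its slide row. The alternative that moved a targeted mRNA most was no scaling between arrays, which made the CNOT6 change -1.16 because that array was the dimmest. The targeted mRNAs stayed lower than the controls under each alternative run.

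**Figure D1:**
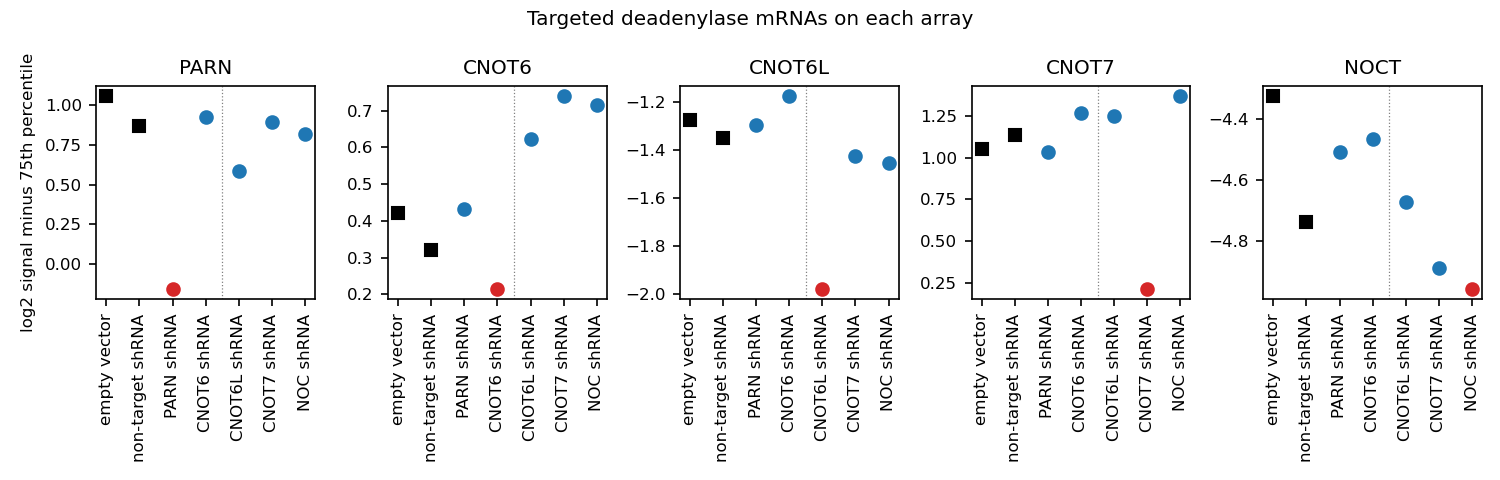
Log2 signal minus the 75th percentile (vertical axis, a separate range per panel) of the 5 targeted mRNAs on each of the 7 arrays, with control arrays as black squares, the array of the matching shRNA in red and the other shRNA arrays in blue; the dotted line parts the slide rows. PARN, CNOT6L and CNOT7 stand apart on their own arrays, whereas NOCT lies at -4.96 on the NOC shRNA array beside -4.89 on the CNOT7 shRNA array.

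The control arrays were then set against each other, since neither received a deadenylase shRNA. At 2-fold, 6767 probes were higher and 279 lower on the empty-vector array than on the non-target array. With quantile normalization the numbers were 2202 and 1108, and with normexp background correction 961 and 158. The probes were put into 4 bins of equal size by mean signal. From the dimmest to the brightest bin, 41.4%, 16.5%, 5.74% and 1.34% were 2-fold higher on the empty-vector array. The SD of log2 differences across probes was 0.59 between the controls, the highest of all pairs of arrays at the main scaling. With quantile normalization it was 0.54, below the 0.56 between the PARN and CNOT6L shRNA arrays. At the main scaling it was 0.26 to 0.31 between arrays of slide row 2, and over the other 18 pairs 0.38 to 0.59.

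**Figure D2:**
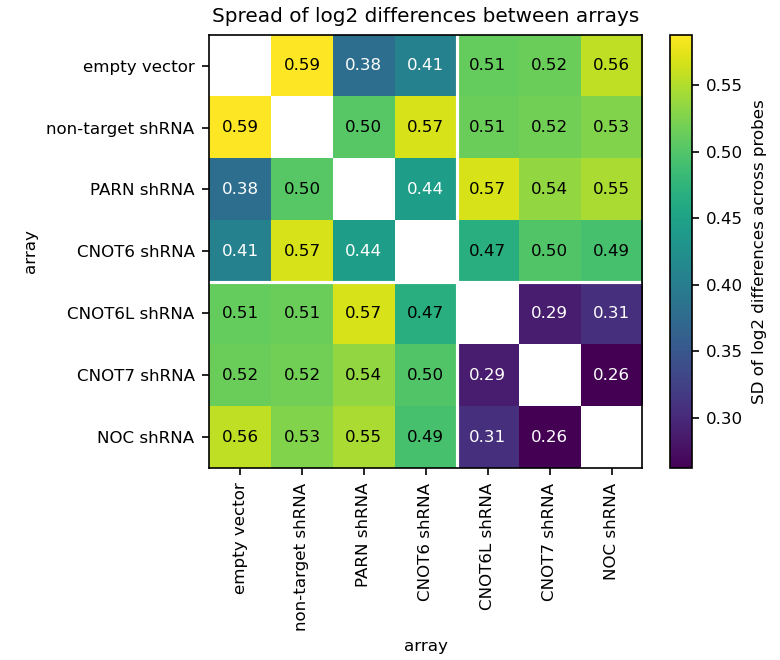
SD of the log2 differences across the 33742 probes above background on all arrays, for each pair of arrays on the horizontal and vertical axes, with white lines parting the slide rows. The CNOT6L, CNOT7 and NOC shRNA arrays differ from each other by 0.26 to 0.31, below every other pair.

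Which transcripts change upon silencing of each deadenylase was addressed with the 2-fold rule against both controls. PARN silencing gave 124 probes higher and 188 lower, and CNOT6 silencing 163 higher and 109 lower. CNOT6L silencing gave 115 higher and 311 lower, CNOT7 silencing 160 higher and 410 lower, and NOC silencing 209 higher and 537 lower. Of these calls, 87 of the higher and 126 of the lower probes upon PARN silencing, and 87 and 119 upon NOC silencing, rest on a bound because a side was not well above background. By ratio, the alternative that moved the PARN counts most was limma, with 1 higher and 0 lower, and 318 at an unadjusted p under 0.05. Among alternatives that keep the 2-fold rule it was the comparison with a lone control. Against the non-target array alone, 2366 probes were higher and 571 lower, and against the empty-vector array alone 154 were higher and 3245 lower. For NOC silencing the numbers were 2476 and 926 against the non-target array, and 324 and 4947 against the empty-vector array. In the same order, they were 4605 and 423, then 369 and 1619, for CNOT6 silencing. They were 2927 and 698, then 201 and 3909, for CNOT6L silencing, and 2436 and 882, then 239 and 4652, for CNOT7 silencing. For all 5 shRNAs, most changed probes were thus higher against the non-target array and lower against the empty-vector array.

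**Figure D3:**
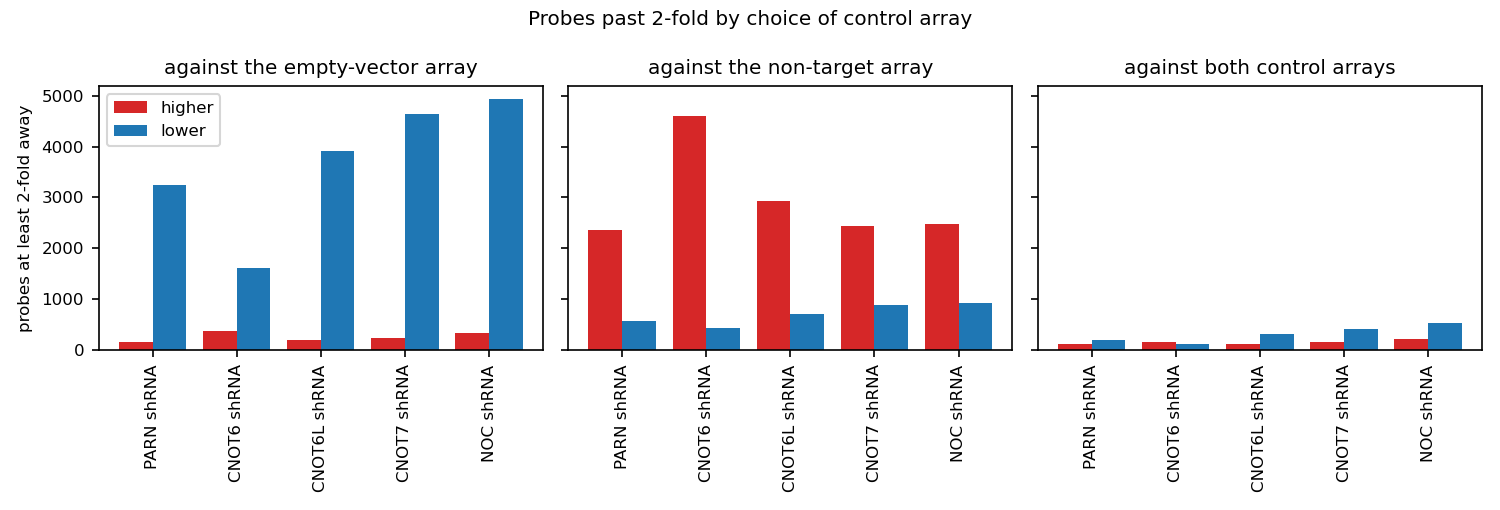
Number of probes at least 2-fold higher (red) or lower (blue) on each shRNA array, against the empty-vector array, the non-target array, or both. Lower probes outnumber higher ones for all 5 shRNAs against the empty vector, and the reverse holds against the non-target array.

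The split of calls into higher and lower also depended on normalization and background correction. Higher probes made up 39.7% of calls upon PARN silencing, against 56.9% with quantile normalization and 83.3% with normexp. For NOC silencing the share was 28.0%, against 53.8% with quantile normalization, and normexp gave 66 higher and 154 lower. With quantile normalization and with normexp, in this order, the share of 59.9% upon CNOT6 silencing became 47.6% and 92.0%. The share of 27.0% upon CNOT6L silencing became 43.1% and 21.3%, and that of 28.1% upon CNOT7 silencing 59.9% and 13.4%. Without scaling, each array keeps its overall brightness, which by itself shifts the split. The shares were then 18.8%, 0.305%, 75.6%, 85.5% and 45.7% upon PARN, CNOT6, CNOT6L, CNOT7 and NOC silencing. Quantile normalization shifted the median of all probes relative to the non-target array by -0.23 log2 on the CNOT6 shRNA array, -0.19 on the empty-vector array and -0.10 on the PARN shRNA array. Normexp shifted it by -0.15 on the CNOT7 shRNA array, -0.12 on the CNOT6L shRNA and empty-vector arrays and 0.11 on the CNOT6 shRNA array.

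To see how many calls the rule gives between any arrays, every array was compared with every pair of the others. The combinations gave a median of 1076 calls and at most 3823. As many calls as upon PARN silencing (312) were reached by 84 combinations, the real one included, and as many as upon NOC silencing (746) by 63. For CNOT6, CNOT6L and CNOT7 silencing, with 272, 426 and 570 calls, the numbers were 89, 73 and 68. Against the controls, each of the 5 shRNA arrays gave fewer calls than the median combination. A call needs a change from both arrays of the pair, so the count depends on how alike that pair is. The controls were the most unlike pair (SD 0.59), whereas the 3823 calls were against the most alike, CNOT7 and NOC shRNA (0.26). Most combinations also include shRNA arrays, so they are not a background rate for unchanged arrays. When limma took the controls as 1 arm and assumed the lone shRNA array to vary like them, it called 1 probe higher and 0 lower upon PARN silencing, with 318 at an unadjusted p under 0.05. It called 2 higher and 9 lower upon NOC silencing, 1 higher and 7 lower upon CNOT6L silencing, and 1 higher and 0 lower upon CNOT6 silencing, with 1169 at an unadjusted p under 0.05. Upon CNOT7 silencing limma called 0 higher and 0 lower, with 1516 at an unadjusted p under 0.05.

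The CNOT6L, CNOT7 and NOC shRNA arrays shared slide row 2 with no control, so for them the slide row and the comparison with controls cannot be told apart. Against the other arrays of that row, 104 probes were higher and 84 lower upon NOC silencing, 97 and 34 upon CNOT7 silencing, and 365 and 126 upon CNOT6L silencing. Of these, 61 higher and 43 lower probes upon NOC silencing were also called against both controls. PARN and CNOT6 shRNA shared row 1 with both controls.

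The genes highest upon PARN silencing were TNFRSF10D, AS3MT, RBM44, CTRL and C8orf34, where the smaller of the differences from the controls was 3.03, 2.85, 2.03, 1.85 and 1.69 log2. All but TNFRSF10D were printed on 1 spot. Against its own median on the other arrays, 1 spot of TNFRSF10D rose by 7.10 log2 and the other by 1.07, so the spots disagreed. For AS3MT a further probe was not called, and the mean change over probes was 1.63. None of the 5 was called higher with another shRNA. The lowest were GNAO1-DT (-2.38), TCIM (-1.90), HCG22 (-1.77), FTL (-1.64) and TCF23 (-1.49), and all but FTL were called lower with at least 1 other shRNA. Upon NOC silencing the highest were ELMOD3 (3.76), FAM50B (2.93), SLC16A14 (1.83), GPX8 (1.79) and CFAP69 (1.67). Of these only GPX8 was called higher with other shRNAs, those against CNOT6L and CNOT7. In the order above, the 5 genes changed by 4.08, 2.79, 1.68, 0.41 and 3.88 against the other arrays of slide row 2. All 5 were printed on 1 spot, and for ELMOD3 3 other probes were not called, with a mean change over probes of 1.10. The lowest upon NOC silencing were GNAO1-DT (-2.90), RDH16 (-2.86), S100A1 (-2.85), BMP5 (-2.76) and TSBP1 (-2.76), each called lower with at least 2 other shRNAs. Against the other arrays of slide row 2 their changes upon NOC silencing were -1.15, -0.07, -0.20, -0.34 and -1.80 in the same order. A further TSBP1 probe was not called, and the mean change over TSBP1 probes was -1.76. Upon CNOT6 silencing VEGFC (3.81) and MAP6 (2.60) were highest and SULT6B1 (-1.97) and ABCC3 (-1.48) lowest, although the mean ABCC3 change was 0.12 with normexp. The VEGFC and MAP6 values each rest on 1 of 2 spots: against the median of the other arrays, 1 spot rose by 8.46 and 5.12, while the other changed by -0.03 and 0.46. A further MAP6 probe was not called, and the mean change over MAP6 probes was 1.68. For ABCC3 a further probe was also not called, and the mean change over ABCC3 probes was -0.94. Upon CNOT6L silencing TGM3 (5.31) and STK31 (2.05) were highest and RDH16 (-3.12) and S100A1 (-3.02) lowest, at -0.46 and -0.45 against the other arrays of the row. The TGM3 value also rests on 1 of 2 spots, which rose by 10.82 while the other changed by -0.13. A further STK31 probe was not called, and the mean change over STK31 probes was 1.21. TGM3 changed by 5.33 and STK31 by 1.83 against the other arrays of the row. Upon CNOT7 silencing CIDEB (1.42) and SPRN (1.41) were highest and GNAO1-DT (-3.11) and RDH16 (-2.46) lowest. CIDEB and SPRN were also called higher with NOC shRNA. Against the other arrays of the row, CIDEB changed by 0.85 upon CNOT7 silencing, SPRN by 0.48, GNAO1-DT by -1.47 and RDH16 by 0.53. With normexp the mean change was less than 2-fold for TCIM (-0.78), HCG22 (-0.96) and TCF23 (-0.89) upon PARN silencing. The same held for SLC16A14 (0.93), GPX8 (0.70) and CFAP69 (0.87) upon NOC silencing and for CIDEB (0.93) upon CNOT7 silencing. Apart from ABCC3, the other genes of this paragraph stayed beyond 2-fold with normexp.

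Genes that the study singled out were read on every array. PTGIR (A_23_P340848) was 2.05 log2 higher upon PARN silencing than on the non-target array and differed by -0.24 from the empty-vector array. FGFBP2 (A_24_P226069) was 2.14 higher than on the non-target array and differed by -0.05 from the empty-vector array. AATK (A_23_P10559) was 0.86 higher than on the non-target array and 0.19 higher than on the empty-vector array. A further AATK probe (A_33_P3335398) was at least 2.45 log2 higher than on the non-target array, where it was not well above background, and 0.02 higher than on the empty-vector array. None of the 3 genes was called upon PARN silencing. Their direction against the control mean rests on the non-target array for PTGIR and FGFBP2, since without it the changes were -0.24 and -0.05. By RT-qPCR against wild-type cells, which are not among these arrays, the study reported higher PTGIR and AATK mRNA upon PARN silencing. It reported higher DPPA3 mRNA upon NOC silencing in the same way. DPPA3 (A_32_P743184) was called higher upon NOC silencing, by 1.22 over the empty-vector array and 2.14 over the non-target array, although its mean change was 0.58 with normexp. GUCA1B (A_32_P64200) was called lower upon NOC silencing, at -2.20 against the empty-vector array and -2.18 against the non-target array. It was also called lower upon CNOT6L and CNOT7 silencing, at -2.35 and -1.99 against the control mean. Against the other arrays of slide row 2 its change upon NOC silencing was -0.02. A further GUCA1B probe (A_23_P81825) changed by 0.25 against the control mean upon NOC silencing, so the probes disagreed, and their mean change was -0.97.

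**Figure D4:**
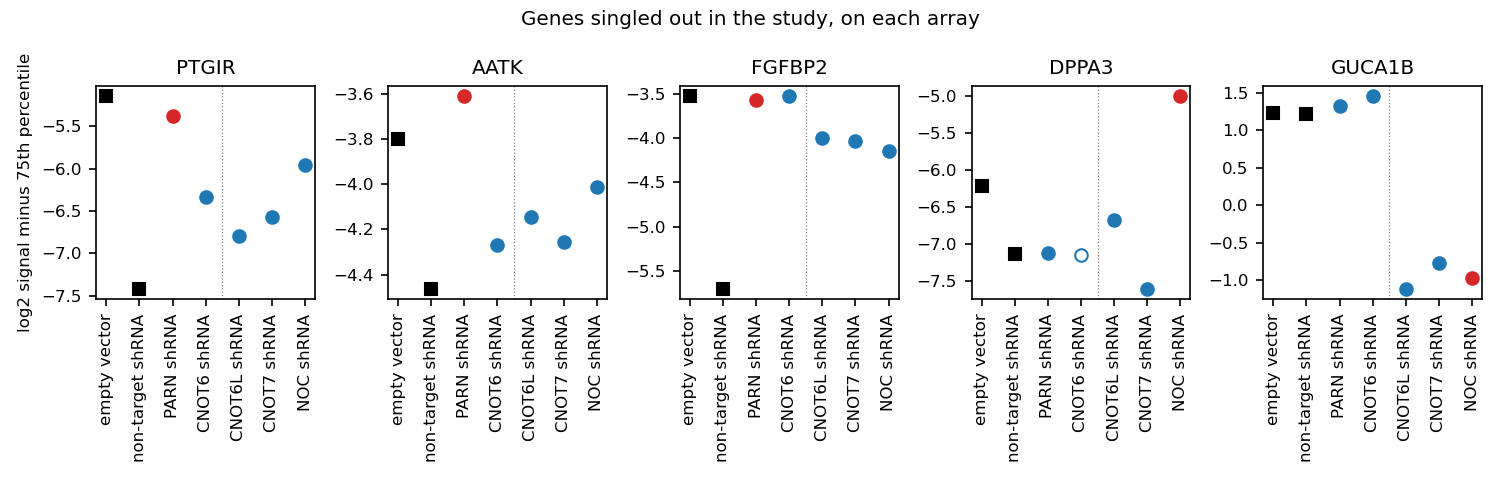
Log2 signal minus the 75th percentile (vertical axis, a separate range per panel) of 5 genes singled out in the study, on each array, with controls as black squares, the PARN or NOC shRNA array concerned in red and other shRNA arrays in blue; the open circle was not well above background and the dotted line parts the slide rows. PTGIR and FGFBP2 are high on the empty-vector array as well as upon PARN silencing, and GUCA1B is low on all 3 arrays of slide row 2.

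Among mRNAs that the study's text links to PARN, upon PARN silencing PLAU (A_23_P24104) was 1.60 log2 higher than on the non-target array and 0.03 higher than on the empty-vector array, and TNF (A_23_P376488) 1.62 and 0.04 higher. Against the control mean, FOS (A_23_P106194) changed by -0.09, JUN (A_33_P3323298) by -0.35 and CDKN1A (A_24_P89457) by 0.16. The probes disagreed for VEGFA, at 0.25 (A_23_P70398) and -0.41 (A_24_P12401). CDKN1B, which the study's text links to CNOT6L, changed upon CNOT6L silencing by 0.02 (A_24_P81841) and -0.19 (A_23_P204696) against the control mean. CXCL8 was not well above background on any array. Of the other deadenylases, CNOT8, PAN2, ANGEL1, ANGEL2, PDE12 and TOE1 stayed within 2-fold of each control on all 5 shRNA arrays.

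Whether PARN and NOC affect different transcripts was addressed by overlap and correlation. In the same direction, 3 probes were called higher and 67 lower with both shRNAs, and 2 and 3 in opposite directions. Random draws matched on signal shared a median of 1 higher and 5 lower probes, without allowance for the shared controls. Simulated unchanged arrays set against the same controls had medians of 781 higher and 504.5 lower calls, unlike the real numbers of calls, so shares are compared. The shared probes made up 2.42% of the smaller set of higher calls and 35.6% of the smaller set of lower calls. In the simulated sets these shares were 6.22% to 10.5% and 3.99% to 9.96%. The simulated arrays were centred on the mean of the measured controls, so they leave out error that both real changes share through the controls. The shares therefore cannot tell such error from a response common to PARN and NOC silencing. The 70 shared probes became 946 without the empty-vector array and 1805 without the non-target array. CNOT7 and NOC shRNA, both in slide row 2, shared 83 higher and 280 lower probes. Across the 33742 probes above background on all arrays, which are not independent replicates, the changes upon PARN and NOC silencing had a Pearson r of 0.0659 and a Spearman rho of -0.00753. Simulated unchanged arrays gave a mean r of 0.333. The r was 0.435 without the empty-vector array and 0.367 without the non-target array, both below the 0.485 to 0.517 of simulated unchanged arrays that share a lone control. The simulated r follows from giving arrays and controls equal spread. Real spreads were unequal: the SD was 0.38 between PARN shRNA and the empty vector and 0.59 between the controls. Lying below the simulated r therefore does not show that the changes are less alike than those of unchanged arrays. Against crossed controls, r was -0.204 with PARN shRNA set against the empty vector and -0.400 with it set against the non-target array. Over all 10 pairs of shRNA arrays, the 3 pairs within slide row 2 had r of 0.756 to 0.825, the pairs split between the rows -0.123 to 0.349, and PARN and CNOT6 shRNA, both in row 1, 0.270. With crossed controls the 3 pairs within slide row 2 had r of 0.170 to 0.305.

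In the comparison of the 5 shRNA arrays with the 2 controls, limma called 0 of 38004 probes at the adjusted threshold, with a smallest adjusted p of 0.473, and 1420 probes had an unadjusted p under 0.05. With slide row as a term it called 0, with 1394 at an unadjusted p under 0.05. Without the empty-vector array limma called 61 probes, and without the non-target array 1.

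For the gene lists, the median change against the control mean was placed among random lists, for 6 lists and 5 shRNAs. In the order PARN, CNOT6, CNOT6L, CNOT7 and NOC shRNA, the muscle contraction list (45 genes) lay at percentiles 98.9, 98.7, 99.99, 99.98 and 99.99. The same list lay at 99.99 on the empty-vector array against the non-target array, with a median difference of 0.75 log2. Without the non-target array its percentiles were 73.8, 17.1, 73.8, 37.7 and 45.8.

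The interferon response list (31 genes) lay below all 10000 random lists upon PARN silencing, with a median of -0.32 log2. It lay at percentile 3.26 upon CNOT6, 0.11 upon CNOT6L and 0.20 upon CNOT7 silencing, and at 98.4 upon NOC silencing, with a median of 0.12 log2. The difference between NOC shRNA and the other shRNAs was not tested. The list lay at 0.15 between the controls. Without the non-target array it lay at 3.99 for PARN, 98.4 for CNOT6, 35.6 for CNOT6L and 87.5 for CNOT7, and without the empty-vector array at 86.0 for NOC and 0.21 for CNOT6.

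In the same order of shRNAs, the reported PARN substrates (6 genes) lay at 98.8, 99.9, 1.18, 0.21 and 0.42, and at 97.4 between the controls. Without the non-target array this list lay at 72.9 for PARN and 97.2 for CNOT6, and without the empty-vector array at 23.9 for CNOT6L and 8.79 for NOC. The cell junction and adhesion list (65 genes) lay at 75.1, 37.1, 80.3, 95.4 and 89.4, and at 35.8 between the controls. Without the non-target array it lay at 99.9 for PARN and 97.9 for CNOT6L. The circadian clock list (24 genes) lay at 54.0, 43.2, 41.3, 4.05 and 19.4, and at 16.8 between the controls. Without the empty-vector array it lay at 1.40 for CNOT7, 25.8 for PARN and 29.6 for NOC. Without the non-target array it lay at 9.03 for CNOT7, 95.5 for PARN and 5.06 for NOC. The other deadenylases (13 genes), which include the targeted ones, lay between 24.2 and 71.9, and at 46.6 between the controls. The median and mean differed in sign for the cell junction and adhesion list upon NOC silencing (0.02 and -0.01 log2). They also did so for the other deadenylases upon CNOT6L silencing (0.02 and -0.07), upon NOC silencing (0.01 and -0.07) and between the controls.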

Values the study reported

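The study reported 322 transcripts upregulated and 85 downregulated after PARN silencing in NCI-H520 cells, at a log2 fold change beyond 2. After NOC silencing it reported 307 upregulated and 165 downregulated transcripts. Its methods give a fold-change cut-off of 2 for the initial analysis. Whether these counts rest on 2-fold or 4-fold changes is therefore uncertain.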

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

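Tests chosen after the data were seen are the non-target array alone at 4-fold and the comparisons with the other arrays of slide row 2. No paired analysis was possible because each group had 1 array and the groups share only the replicate number 1. Where a count moved, the cause was not tested unless the setting itself removes probes or arrays. Without scaling, all probes of an array shift by its overall brightness, which by itself moves the counts and the changes of single genes. Counts below are given as higher and lower.

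With outlier spots kept and with the series table, all 10 counts of called probes stayed within 1.5 times the reported ones. PARN silencing gave 55 and 11 with normexp, 30 and 57 over probes above background on all arrays, 67 and 13 at 4-fold, 432 and 520 against the mean of both controls, 50 and 89 distinct genes, 1 and 0 by limma, and 386 and 96 against the non-target array at 4-fold. Its lower count was 124 with quantile normalization, 423 without scaling and 427 without the filter on dim probes. Leaving out a control, its counts ranged from 154 to 2366 higher and from 571 to 3245 lower.

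NOC silencing gave 66 and 154 with normexp, 23 and 84 at 4-fold, 717 and 1119 against the mean of both controls, 77 and 235 distinct genes, 2 and 9 by limma, 375 and 220 against the non-target array at 4-fold, and 104 and 84 against its slide row. Its higher count was 508 with quantile normalization and 114 over probes above background on all arrays, and its lower count 288 without scaling and 925 without the filter. Leaving out a control, its counts ranged from 324 to 2476 higher and from 926 to 4947 lower.

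CNOT6 silencing gave 17 and 5552 without scaling, 261 and 263 without the filter, 100 and 39 over probes above background on all arrays, 20 and 7 at 4-fold, 1326 and 318 against the mean of both controls, 55 and 57 distinct genes and 1 and 0 by limma. Its lower count was 195 with quantile normalization and 11 with normexp. Leaving out a control, it gave 369 to 4605 higher and 423 to 1619 lower. CNOT6L silencing gave 334 and 108 without scaling, 29 and about 1.1e2 with normexp, 20 and 35 at 4-fold, 623 and 731 against the mean, 51 and 158 distinct genes, 1 and 7 by limma, and 365 and 126 against its slide row. Its higher count was 211 with quantile normalization and 61 over probes above background on all arrays, and its lower count 497 without the filter. Leaving out a control, it gave 201 to 2927 higher and 698 to 3909 lower. CNOT7 silencing gave 631 and about 1.1e2 without scaling, 25 and 161 with normexp, 17 and 46 at 4-fold, 691 and 1000 against the mean, 45 and 179 distinct genes, 0 and 0 by limma, and 97 and 34 against its slide row. Its higher count was 443 with quantile normalization and 59 over probes above background on all arrays, and its lower count 688 without the filter. Leaving out a control, it gave 239 to 2436 higher and 882 to 4652 lower.

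The 70 probes called with both PARN and NOC shRNA became 2 with normexp, 157 without the filter, 16 over probes above background on all arrays, 7 at 4-fold, 236 against the mean of both controls and 25 distinct genes, and ranged from 946 to 1805 with a control left out. The correlation between their changes reversed with normexp (-0.0311) and with crossed controls (-0.204 and -0.400), was 0.216 without the filter and 0.206 with NOC shRNA set against its slide row, and ranged from 0.367 to 0.435 with a control left out. The comparison of 5 shRNA arrays with 2 controls gave 3 probes without scaling, and from 0 to 61 with an array left out.

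For the targeted mRNAs, the change without scaling was -1.46 for PARN, -1.16 for CNOT6, -0.27 for CNOT6L and -0.35 for CNOT7. CNOT6L changed by -0.61 with quantile normalization, -0.60 with normexp, -0.74 over both probes and -0.54 against its slide row, and CNOT7 by -1.10 against its slide row. All of these kept their direction. For the other named genes, which make 37 pairs of a gene and an shRNA, there were 176 values under alternatives that could move them by more than the SD of the control arrays. Of these, 86 moved by less than that SD, and 88 by more. The other 2 are called genes that reversed, ABCC3 upon CNOT6 silencing (0.12 with normexp) and RDH16 upon CNOT7 silencing (0.53 against its slide row). Leaving out a control, or averaging over a lone probe, cannot move a value past the SD of the controls by construction and is not counted. PTGIR and FGFBP2, which were not called, also changed sign upon PARN silencing without the non-target array (-0.24 and -0.05).

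The muscle contraction percentile was 94.1 with quantile normalization, 85.7 with normexp and 96.3 over probes above background on all arrays upon PARN silencing, and 96.9 with quantile normalization and 94.3 with normexp upon CNOT6 silencing. With normexp it was 85.4, 93.1 and 89.3 upon CNOT6L, CNOT7 and NOC silencing. With a control left out it ranged from 73.8 to 100 for PARN and for CNOT6L, from 17.1 to 100 for CNOT6, from 37.7 to 100 for CNOT7 and from 45.8 to 100 for NOC. Its direction reversed for CNOT6, CNOT7 and NOC without the non-target array.

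The interferon percentile with a control left out ranged from 0 to 3.99 for PARN, from 0.21 to 98.4 for CNOT6, from 0.07 to 35.6 for CNOT6L, from 0 to 87.5 for CNOT7 and from 86.0 to 99.9 for NOC. Without the non-target array it crossed to the opposite side for CNOT6 and CNOT7. It was 2.63 with quantile normalization for CNOT7, and 89.8 with normexp and 94.1 over probes above background on all arrays for NOC. The substrate percentile ranged from 72.9 to 99.0 for PARN, from 97.2 to 99.6 for CNOT6, from 0.89 to 23.9 for CNOT6L and from 0.04 to 8.79 for NOC, and it was 3.1 with quantile normalization for CNOT6L. The circadian percentile for CNOT7 ranged from 1.40 to 9.03, and the cell junction percentile from 51.01 to 99.9 for PARN and from 70.3 to 97.9 for CNOT6L.

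Signal over background limits the calls. Of the probes called upon PARN silencing, 80 of 124 higher and 187 of 188 lower ones were among the probes above background on at least 2 arrays, which were put into 4 bins by mean signal. Of these, 69 higher and 154 lower ones lay in the dimmest bin, or 86.25% and 82.4% of the binned ones. The other probes called upon PARN silencing were in no bin. For the other shRNAs the shares of higher and lower binned probes were smaller. They were 50.7% and 74.3% for CNOT6, 40.2% and 44.8% for CNOT6L, 72.9% and 54.7% for CNOT7, and 52.4% and 54.9% for NOC.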

Other observations

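Tests chosen after the result was seen are those of the empty-vector excess over dim probes, of the splits of the arrays into 3 and 4, of the probes above the non-target array, and of the probes lower upon NOC silencing. The spread set beside the spike-in ratio was also added after that ratio was seen.

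At 4-fold against both controls, 67 probes were higher upon PARN silencing. This is lower than the value quoted from the study. At 4-fold, 13 probes were lower upon PARN silencing. This is also lower than the quoted value. Upon NOC silencing 23 probes were higher at 4-fold. The quoted value is higher. Upon NOC silencing 84 probes were lower at 4-fold. Here too the quoted value is higher. These comparisons read the study's threshold as log2. At 2-fold, PARN silencing gave 124 higher and 188 lower probes, and NOC silencing 209 and 537. The higher counts then stay below the quoted values, whereas the lower counts exceed them. Against the non-target array alone at 4-fold, a setting chosen after seeing the data, 386 probes were higher and 96 lower upon PARN silencing, and 375 higher and 220 lower upon NOC silencing. At 4-fold against the empty-vector array alone, 78 probes were higher and 523 lower upon PARN silencing, and 31 and 961 upon NOC silencing. Lower probes outnumbered higher ones there, the reverse of the quoted counts. Which control array the quoted counts rest on was not determined here.

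Of the 386 probes at least 4-fold above the non-target array upon PARN silencing, 76.4% were not 2-fold above the empty-vector array, and 327 were 2-fold higher on the empty-vector array itself. Upon NOC silencing the share was 74.4% of 375 probes. A low signal of the non-target array, rather than silencing, is a candidate explanation for most of these probes, since silencing alone would leave the empty-vector array low as well. For the PARN probes, the empty-vector array lay a median of 2.30 log2 above the non-target array, and the other shRNA arrays only 1.01. A low non-target signal thus covers only part of the difference there. For the NOC probes these medians were 1.87 and 1.83. A response of the cells to the non-target plasmid stays open and was not tested. PTGIR and FGFBP2 were 4-fold above the non-target array and not 2-fold above the empty-vector array upon PARN silencing.

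The excess of the empty-vector array over the non-target array went from 41.4% of the dimmest of 4 bins of probes to 1.34% of the brightest. Residual background signal of dim probes may account for most of it, and the excess at 2-fold also went from 6767 to 961 probes with normexp. A response of the cells to the non-target plasmid that is greater among dim transcripts, and a difference in RNA or labelling between the arrays, stay open and were not tested. Spike-in probes had a median signal of 1.07 times the 75th percentile on the empty-vector array and 0.576 times on the non-target array, and 0.670 to 1.01 times on the shRNA arrays.

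The CNOT6L, CNOT7 and NOC shRNA arrays resembled each other more than any other arrays. They separated 93 probes by at least 2-fold from all 4 other arrays, all of them lower. Of the 35 splits of the arrays into 3 and 4, 2 separated as many, this one included, so chance cannot be excluded by this count. The other split, with 113 probes, set the empty-vector, PARN shRNA and CNOT6 shRNA arrays apart. With quantile normalization the slide row separated 66 probes and the next split 37. Across all probes, changes against the controls had r of 0.756 to 0.825 for the 3 pairs. Simulated unchanged arrays sharing the controls reached at most 0.356, with arrays set to vary as much as the controls. The real row 2 arrays differed less from each other (SD 0.26 to 0.31) than the controls did (0.59). Shared controls could then by themselves raise r above the simulated value. With crossed controls, where the arrays of a pair share no control, r was 0.170 to 0.305 for the 3 pairs. The r of 0.756 to 0.825 argues against unrelated arrays with the spread of the controls. It does not argue against arrays that vary less than the controls, or against a cause shared by the row. The tables argue against background signal of dim probes as the whole cause, since 37.6% of the 93 probes lay in the brighter part of detected probes, above the median. Array position on the slide stays open: over 8 spike-in probes, the SD of the difference between slide rows was 0.739 times that of gene probes of like brightness, at percentile 14.2 of random sets of such probes, which is too few probes to decide. A batch of cells or RNA, and a shared response to silencing CNOT6L, CNOT7 and NOC, cannot be told apart from the slide row in this design.

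Of the 537 probes lower upon NOC silencing, 92.0% were not 2-fold below both other arrays of its slide row, and 59.6% were also called lower upon CNOT6L or CNOT7 silencing, against 19.0% upon PARN or CNOT6 silencing. Most of the lower probes may therefore reflect what the arrays of that row share, whether technical or biological, and not NOC alone. GUCA1B is among the 93 separated probes. DPPA3 differs: it was 2.15 log2 higher upon NOC silencing than on the other arrays of the row.

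Some probes were far brighter on a single array. On probes printed on more than 1 spot, 24 spots rose at least 16-fold above their median on the other arrays, and the other spot of the probe rose at least 2-fold in 16.7% of these. Isolated spot defects may account for most such jumps. VEGFC and MAP6 upon CNOT6 silencing and TGM3 upon CNOT6L silencing are among them, and so is TNFRSF10D upon PARN silencing, where the other spot rose by 1.07 log2. Of the 124 probes called higher upon PARN silencing, 33 were jumps of this size, and 32 of those were printed on 1 spot, where no other spot can be read.

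For the comparison of 5 shRNA arrays with 2 controls, the count of splits past the adjusted threshold is uninformative, since all 21 splits of the arrays into 5 and 2 reach the real count of 0. At an unadjusted p under 0.05, 13 of the 21 splits gave at least the 1420 probes of the real one, so chance cannot be excluded. The non-target and PARN shRNA arrays set against the rest gave 575 probes. With slide row as a term limma called 0 probes, which decides nothing about the slide row because it called none without the term.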
